A study of Schistosoma mansoni with 6 samples. Its data were reported in "Histone deacetylase inhibition modulates histone acetylation at gene promoter regions and affects genome-wide gene transcription in Schistosoma mansoni" (2017).

How the data were processed

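RNA was measured in schistosomula, the larvae that *Schistosoma mansoni* cercariae become after transformation in the laboratory. The larvae had been kept in culture with 1 µM trichostatin A (TSA), an inhibitor of histone deacetylases, or with its vehicle ethanol for 48 h. The source descriptions in the labels speak of 12 h in culture, a time that the methods also give for the culture before the drug was added. The titles and the exposure labels give 48 h of exposure, which is used here. There were 3 biological replicates. TSA and vehicle RNA of a replicate were labelled with different dyes and hybridised together, and a second array carried the same RNA with the dyes exchanged, which gave 6 arrays in all. The arrays of a replicate are technical repeats, so every test had n = 3.

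The array was a custom Agilent design with separate probes for each strand of predicted genes. The authors scanned the arrays and quantified the spots with Agilent Feature Extraction. Per the file headers, each spot has a Cy3 and a Cy5 intensity after background subtraction with spatial detrending, a median spot and background intensity, and a processed intensity that the software had also normalized between the dyes. The background-subtracted intensity is not normalized between channels or arrays. Software flags tell whether a spot is positive and significant against its background, well above background, saturated, or of uneven pixels. The deposited value table for the whole series holds log2 ratios of one dye over the other for part of the spots. Set against the scanner values, each of its 6 columns was that array's log2 ratio of background-subtracted intensities plus a constant, which lay within 0.00354 of the constant from a 20% trimmed mean. Replicate 2 with TSA in Cy3 and replicate 3 with TSA in Cy5 ran as vehicle over TSA in that table, and the other 4 columns as TSA over vehicle. The table served as an alternative to the scanner values, with those 2 columns turned.

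Main processing took the detection flag, the trimmed-mean scaling and the ratio per spot from the study's methods. The methods do not say whether background was subtracted, and the deposited value table matched the background-subtracted signal. They give a trim of 40%, taken here as 20% at each end. Processing departed from them in the treatment of low spots, which the methods filter out and which were raised to a floor here where the probe was expressed. It also departed from them for genes with several probes, for which the methods average the intensity, while log2 ratios were averaged here and the mean intensity was an alternative. Probes along the whole locus were left out of these averages, and spots with uneven pixels were removed, which the methods do not mention. Control spots were left out, as were spots with uneven pixels in either channel on that array. Each channel's background-subtracted intensity was divided by its trimmed mean over all non-control spots, leaving out 20% at each end. Scaled intensities under the lowest positive and significant one of their channel were raised to that floor. The log2 ratio was taken per spot, turned to TSA/vehicle by the labelled dyes, averaged over the spots of a probe, and then over the probes of a gene. Isoform suffixes of gene identifiers were merged. A probe was counted as positive on an array when over 50% of its usable spots carried the positive and significant flag, and as expressed when it was positive in the TSA channel of all 6 arrays or in the vehicle channel of all 6. The arrays of a replicate were averaged, which removes dye effects that are equal in both orientations.

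The probe names gave 2 kinds of gene probe. Names with a plain gene identifier carried a design length with a median of 0.134 of the annotated span of the locus over 7638 genes, and these are called transcript probes. Names with an added suffix carried a design length equal to the span in the median over 6445 genes, within 5% of it for 64.0%, and these are called whole-locus probes. The sense and antisense results rest on the transcript probes, a choice made from the probe names after the data had been opened, and the whole-locus probes entered an added alternative. Sense transcript probes were printed mostly as 3 spots each, the others mostly as 1. Of the sense genes tested, 6978 had 1 probe and 784 had more. Most of these were probes of different isoforms of a gene. The probes of 72 of the 784 (9.18%) differed in sign, with a median range of 0.04 log2 between probes, and 11 spanned over 1 log2.

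The log2 ratios of the 3 replicates were tested against 0 with limma (lmFit and eBayes), two-sided, with Benjamini-Hochberg adjustment over the sense genes and over the antisense transcripts separately. Adjusted *p* of 0.05 or less was the threshold. The study's methods used a one-class SAM statistic. The SAM package was not installed, so that statistic was computed here as an alternative. Directions on both strands of a locus were compared with Fisher's exact test. Gene lists were tested with camera in limma at a preset correlation of 0.01 between genes, adjusted over 5 lists, with fry as an alternative. The genes of these lists were taken from the study's text and drawings. The drawing for reactive oxygen species names fewer genes that lower them than the text counts, and the others were not identified here. The lists for reactive oxygen species, smooth muscle movement and extracellular matrix were chosen by the study on these samples, so their results are not independent evidence. The list called replication and repair came from a network the study drew from its arrays at an earlier exposure time. The study calls that network associated with these processes. Its members, which include MYH4 and KCNS3, were not checked for a role in them. The replication machinery list holds every gene of a scheme, whether affected or not. The study reported DNA replication and the MCM complex as enriched among genes higher at 48 h. The theme of this list is therefore not independent of these samples.

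Named genes followed a rule: the 5 sense genes with the largest rise and the 5 with the largest fall among those past the threshold, of the same sign on all 6 arrays, with at least 2 probes and positive in both conditions on all 6 arrays. The same rule gave 2 and 2 antisense transcripts. It left 44 sense genes that were higher and 238 that were lower to choose from, and 9 and 12 antisense transcripts. Genes the study measured by PCR, the MCM genes and a few genes it discusses were named as well. The rule, the lists, the tests and most alternatives were set before the data were examined. Gene positions came from the RefSeq annotation of the assembly the array was designed on, matched by locus tag without isoform suffix, which placed 92.0% of the 7762 sense genes and 89.4% of the 2078 antisense transcripts tested.

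The alternatives were: normexp background correction (offset 50) and loess within each array, a trim of 40% at each end, the processed intensity, centring on the median of the expressed probes or on the spike-in probes, positive in both conditions or no detection filter, the mean intensity over the probes of a gene, SAM, a plain one-sample test, a model of the 6 arrays with a dye term and the replicate as block, the slide as a block, either dye orientation alone, each replicate left out in turn, and the deposited value table. Scanner files hold no mean spot intensity, so normexp ran on the median one. Added after the data were seen were the whole-locus probes, a trimmed mean over sense transcript spots alone, the value table with no column turned, SAM with the median in place of the mean of its false calls, and camera with an estimated correlation.

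The arrays of replicates 1 and 2 were on slide 1 and the arrays of replicate 3 on slide 2, with another scanner, scan day and pixel size. Every array holds both conditions, so the slide is not confounded with TSA. On 7762 simulated genes, 200 of them changed by 1 log2, the test called 189, of which 9 were false, and found 90.0% of the changed ones. Run on simulated spots of as many genes, the step from spots to genes gave median changes of 0.99 and -1.00 log2. The simulated genes were independent, their rises and falls were balanced, and dim simulated spots were raised. For the test, the spread was drawn from the distribution limma assumes. These runs therefore do not test a shifted zero, changes shared by many genes, or changes near the floor. The number of arrays limits the precision. Gene Ontology terms, homology tables and histone marks were not used here, and other exposure times were not analysed here. Computing was done in R 4.3.3 with limma 3.58.1 and the data.table package (version 1.17.8), and in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.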

Results

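Sense and antisense transcript levels of *S. mansoni* schistosomula exposed to 1 µM TSA for 48 h were compared with those of vehicle-treated larvae on 6 two-color arrays, made from 3 biological replicates with a dye swap each. Each array held 176026 non-control spots. Between 57.1% and 82.2% of them were positive in the TSA channel and between 56.6% and 78.7% in the vehicle channel. Saturated spots made up at most 0.278% of the TSA channel and 0.177% of the vehicle channel. The share of positive spots was highest on the arrays of replicate 3, at 80.6% and 82.2% in the TSA channel. All values below are log2 ratios of TSA over vehicle after trimmed-mean scaling of background-subtracted intensities.

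The log2 ratios of sense genes correlated between biological replicates with Pearson's r from 0.849 to 0.921 across genes, which are not independent replicates. Dye-swapped arrays of the same replicate reached 0.884 to 0.944. For antisense transcripts the range was 0.656 to 0.803 between replicates and 0.493 to 0.797 between swapped arrays, the lowest value being that of replicate 3. With no detection filter the lowest r between replicates for sense genes was 0.809. The dye itself had an effect on 1164 sense genes (15.0%), of which 983 were brighter in Cy5 (limma, adjusted *p* of 0.05 or less, n = 3). After loess normalization this number was 1395. No antisense transcript (0 of 2078) passed the same limma test, although 354 had an unadjusted *p* under 0.05, and 1 passed it after loess. That transcript, antisense to Smp_030370, was singled out after its value was seen. The median size of the dye part was 0.10 log2 for sense genes, against 0.40 for the treatment part. For antisense transcripts it was 0.20 against 0.36, and their median log2 ratio was 0.12 on the arrays with TSA in Cy3 and -0.25 on those with TSA in Cy5.

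The first comparison asks which genes changed their expression when histone deacetylases were inhibited. Of 8344 sense genes with a transcript probe, 7762 (93.0%) were expressed. TSA changed 3909 of them (50.4%), with 1054 higher and 2855 lower, so that 73.0% of the changed genes were lower (limma, adjusted *p* of 0.05 or less, n = 3). At an unadjusted *p* under 0.05 there were 4417. The change was over 1 log2 for 1191 genes, and 3616 of the 3909 (92.5%) had the same sign on all 6 arrays. The median size of the change among them was 0.73 log2, against a median SD between replicates of 0.23 over all genes tested. The choice of zero moved the split between higher and lower most. The median over all sense genes was -0.23 log2 with the scaling used. It moved up by 0.20 when arrays were centred on the median of the expressed probes, which gave 1805 higher and 1986 lower genes (47.6% higher, against 27.0%). It moved up by 0.28 with a trimmed mean over sense transcript spots alone, which gave 2132 higher and 1693 lower genes (55.7% higher). Centring on the spike-in probes gave 756 higher and 1433 lower genes (34.5% higher) and loess gave 862 and 3438. With the slide as a block 3473 genes passed. Without replicate 2 the number of higher genes was 662. In these fits, and with spike-in centring, limma gave Smp_155580 (SD 1.63, n = 3) a lower adjusted *p* than Smp_129110 (SD 0.46), which changed less. In the main fit this order was the other way round. Such counts follow the size of a change more than the spread of each gene.

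**Figure D1:**
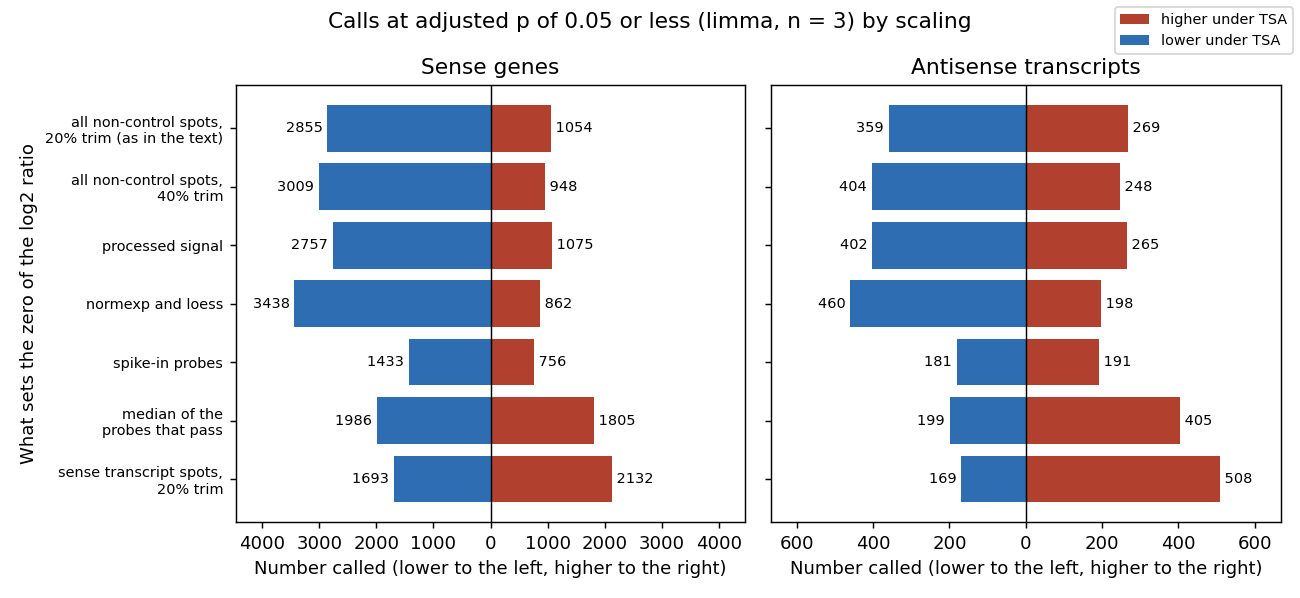
Number of sense genes (left) and antisense transcripts (right) higher or lower under TSA at an adjusted *p* of 0.05 or less (limma, n = 3), with 1 bar per choice of what sets the zero of the log2 ratio. With the scaling used in the text 1054 sense genes were higher and 2855 lower, and with the trimmed mean over sense transcript spots 2132 were higher and 1693 lower.

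Among the sense genes chosen by the rule, the largest rise was that of Smp_138700 (chromosome 4, 19482623 to 19488870), at 1.62 ± 0.32 log2 (SD, n = 3; limma, adjusted *p* = 6.69e-06). It was followed by Smp_145360 (chromosome 4, 12319689 to 12329382), at 1.52 ± 0.46 (adjusted *p* = 2.49e-05). Smp_012670 (chromosome 1, 21840033 to 21868786) rose by 1.14 ± 0.14 (adjusted *p* = 5.07e-05) and was well above background on 5 of 6 arrays in the TSA channel and 3 of 6 in the vehicle channel. Smp_158610, on an unplaced sequence, rose by 1.13 ± 0.32 (adjusted *p* = 0.000109). Smp_065770 (chromosome W as the annotation calls it, 35119847 to 35126630) rose by 1.03 ± 0.47 (adjusted *p* = 0.000513). The vehicle channel was well above background on 4 of 6 arrays for it. Relative to the median of all sense genes these 5 rises were between 1.26 and 1.85. The annotation gives coordinates of whole loci and no gene symbol for these genes. Each was higher on 6 of 6 arrays.

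Smp_003610 (chromosome 1, 7145840 to 7149622) had the largest fall by the same rule, at -4.19 ± 0.63 log2 (SD, n = 3; limma, adjusted *p* = 2.39e-08). Its TSA signal was well above background on 3 of 6 arrays, against 6 of 6 for vehicle. Smp_075400 (chromosome W, 210454 to 212395) had -3.34 ± 1.06 (adjusted *p* = 1.98e-06). Smp_155580, on an unplaced sequence, had -3.08 ± 1.63 (adjusted *p* = 5.94e-05). It varied most between replicates, at -1.23, -4.29 and -3.71, and was well above background on 2 of 6 arrays under TSA and 5 of 6 under vehicle. Smp_169580 (chromosome W, 3654518 to 3666215) had -2.72 ± 0.67 (adjusted *p* = 9.90e-07), with TSA signal well above background on 3 of 6 arrays. Smp_129110 (chromosome 3, 13085306 to 13108366) had -2.49 ± 0.46 (adjusted *p* = 5.28e-07). When whole-locus probes were averaged in, Smp_129110 came to -0.40 and Smp_169580 to -1.39. Each of these genes was lower on 6 of 6 arrays. Positions are on the ASM23792v2 assembly.

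The second comparison asks whether transcription from the opposite strand of genes changed too. Of 8498 genes with an antisense transcript probe, 2078 (24.5%) had a positive one by the same rule. With the well-above-background flag in its place this number was 867. TSA changed 628 of the 2078 (30.2%), with 269 higher and 359 lower (limma, adjusted *p* of 0.05 or less, n = 3), and 905 had an unadjusted *p* under 0.05. All 628 had the same sign in the 3 replicates, and 473 of them (75.3%) had it on all 6 arrays. The direction of the majority depended on the processing. Higher transcripts were 42.8% of the changed ones with the scaling used, 67.1% after centring on the median of the expressed probes, 75.0% with the trimmed mean over sense transcript spots and 30.1% after loess. On the arrays with TSA in Cy3 alone they were 61.2%, and with TSA in Cy5 alone 22.9%. With whole-locus probes averaged in, 3273 of 5646 antisense transcripts changed and 82.7% of these were higher. Without replicate 2, 395 transcripts passed, 176 higher and 219 lower, and without replicate 3 there were 175 higher ones.

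By the rule, the largest antisense rise was at Smp_090930 (chromosome 1, 47229982 to 47233788), with 1.12 ± 0.23 log2 (SD, n = 3; limma, adjusted *p* = 0.00578). The other was at Smp_024060 (chromosome W, 39185751 to 39187727), with 1.05 ± 0.40 (adjusted *p* = 0.00937). In the vehicle channel they were well above background on 3 and 2 of 6 arrays. The largest antisense falls were at Smp_154000, on an unplaced sequence, with -2.11 ± 0.39 (adjusted *p* = 0.00150), and at Smp_022450 (chromosome W, 5760489 to 5771173), with -1.53 ± 0.23 (adjusted *p* = 0.00289). In the TSA channel these were well above background on 4 of 6 arrays. With whole-locus probes averaged in, Smp_154000 came to -0.47. After loess the rises at Smp_090930 and Smp_024060 came to 0.59 and 0.55. On the arrays with TSA in Cy5 alone Smp_024060 had 0.66 and did not pass.

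Both strands were expressed at 1923 loci, and both passed the threshold at 463 of them. The strands moved in the same direction at 436 loci (94.2%), with both higher at 133 and both lower at 303. They moved in opposite directions at 27 loci (Fisher's exact test, two-sided, *p* = 3.97e-87 across loci, which are not independent replicates). At 25 of these the sense gene was lower and the antisense transcript higher. The other 2, named after their values were seen, were Smp_055140, with 1.04 for sense and -1.56 for antisense, and Smp_102750, with 0.65 and -2.24. The antisense transcript alone passed at 122 loci, at 82 of them higher, and the sense gene alone at 430. Across all 1923 loci the log2 ratios of the strands correlated with r of 0.633, 0.756 and 0.698 in replicates 1 to 3. Whole-locus probes raised these counts most, to 1066 loci with the same and 318 with opposite directions. Both counts were 0 under SAM as planned, the plain one-sample test and the unturned value table. Without replicate 2 there were 273 with the same direction, and without replicate 3 there were 17 with opposite ones.

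**Figure D2:**
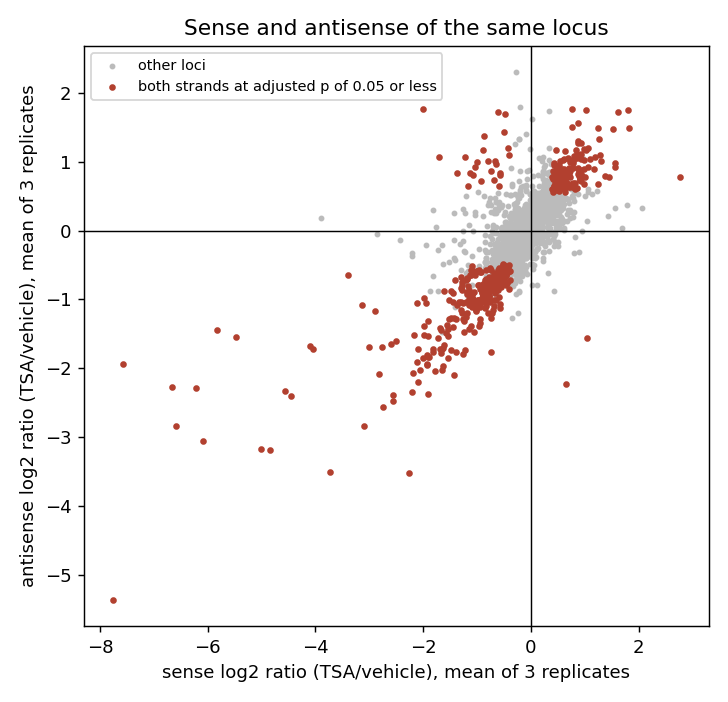
Log2 ratio (TSA/vehicle) of the sense gene (horizontal axis) and of the antisense transcript (vertical axis) at 1923 loci, each point the mean of 3 replicates, with loci where both strands passed an adjusted *p* of 0.05 or less in red. Of the red points 436 lie in the quadrants of equal sign and 27 in the others.

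The third comparison follows groups of genes that the study singled out. The DNA replication machinery, taken from a scheme of the complexes that act at a replication fork, had 23 of its 25 genes tested. Its median was 0.57 log2, which lay 0.80 above the median of the other genes (camera, two-sided, adjusted *p* = 2.29e-08), and the difference had this direction on 6 of 6 arrays. Higher at the threshold were 15 of the 23, and 0 were lower by limma, with the same counts when adjusted over the list alone. None of the 23 was lower at the threshold under any of 7 scalings and value sources, and 12 to 19 were higher. MCM10 was the one gene below 0, at -0.12, and it was above 0 when arrays were centred on the median or scaled on sense transcript spots. Below 0 were 4 of the 23 after loess and 3 with the 40% trim. The 5 MCM genes of the replicative helicase that had probes all rose, from 0.57 for MCM5 (Smp_143490) to 1.31 for MCM7 (Smp_032500), and all 5 passed over all genes and when adjusted over the list alone. Without replicate 2 MCM5 had 0.36 and did not pass. The study reported the MCM complex as enriched among the higher genes of these samples, so these rises are not independent evidence. The network associated with replication and repair, with 24 genes tested, had a median of 0.42. This was 0.65 above the other genes (camera, adjusted *p* = 0.000704, 6 of 6 arrays). Of the 24 network genes 12 were higher and 7 lower, or 13 and 7 when adjusted over the list alone. Under the 7 scalings 8 to 17 were higher and 4 to 7 lower. Both calls were lost under fry, with adjusted *p* of 0.0582 and 0.0704.

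The remaining lists were chosen by the study on these samples. The list of genes assigned to a decrease of reactive oxygen species names 20, fewer than the study's text counts, so genes that were not lower can be missing from it. It had a median of -0.72 over 18 tested, a difference of -0.50 from the other genes (camera, adjusted *p* = 0.000262, 6 of 6 arrays). Of them 16 were lower and 17 when adjusted over the list alone, which is not independent evidence. All 18 were below 0, and under the 7 scalings 8 to 18 of them passed the threshold as lower. Of 4 genes assigned to an increase of reactive oxygen species STK17A (1.19) and PRODH (1.11) were higher and CHRNA4 (-0.51) was lower. Adjusted over the list alone RAC1 (-0.32) was lower too. With median centring, spike-in centring or scaling on sense transcript spots neither CHRNA4 nor RAC1 passed. Genes of smooth muscle movement had a median of -0.46 over 16 tested, a difference of -0.23 from the others (camera, adjusted *p* = 0.0144, 6 of 6 arrays), with 10 lower, or 12 when adjusted over the list alone. Under the 7 scalings 5 to 13 were lower and at most 1 was higher. DDR1 was the one gene above 0, at 0.53 ± 0.83 (SD, n = 3), a value below its spread, and under the 7 scalings 1 or 2 genes were above 0. The 6 expressed extracellular matrix genes were all lower, from -0.87 to -1.90, over all genes and when adjusted over the list alone, with a median of -1.43 (difference -1.21, camera, adjusted *p* = 0.000978, 6 of 6 arrays). All 3 of these calls held under fry, each with an adjusted *p* of 0.0128. With an estimated correlation between genes none of the 5 lists passed in camera, each with an adjusted *p* of 0.288, while at an unadjusted *p* the range was 0.109 to 0.288.

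**Figure D3:**
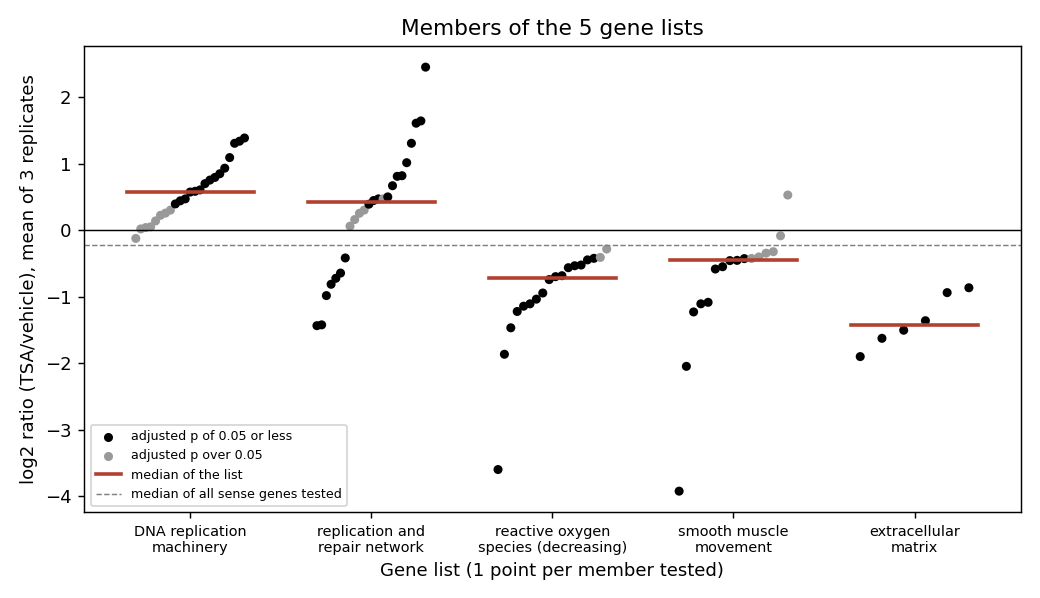
Log2 ratio (TSA/vehicle, mean of 3 replicates) of each tested member of the 5 gene lists, in black where the adjusted *p* was 0.05 or less, with the median of each list in red and that of all sense genes as a dashed line. The list medians run from -1.43 for extracellular matrix genes to 0.57 for the replication machinery, against -0.23 for all sense genes.

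A further list holds the genes measured by PCR in the study. Of its 12 members 11 were tested. Apart from the reference gene, the study chose them as changed on its arrays, or in the case of SmEZH2 as unchanged. Their calls here are therefore not independent evidence. The PCR was a separate measurement, in which the study reported a significant change of every gene it had chosen as changed. Those PCR values were not analysed here. Smp_197050 had no transcript probe, nor had Smp_123090 among the discussed genes. The genes called SmHistK (Smp_130760), at 1.52 ± 0.25 log2 (SD, n = 3), SmCBX5 (Smp_174840), at 1.05 ± 0.30, SmWD-repeat (Smp_194900), at 1.05 ± 0.16, SmSGPL (Smp_154950), at 0.82 ± 0.27, and SmChk1 (Smp_077180), at 0.73 ± 0.34, were higher, with adjusted *p* from 8.08e-06 to 0.00303 in limma. Lower were SmEED (Smp_165220), at -0.78 ± 0.11, SmSirt2 (Smp_084140), at -1.22 ± 0.38, SmSET (Smp_160700), at -1.25 ± 0.35, and SmWD40 (Smp_049520), at -1.36 ± 0.15, with adjusted *p* from 1.30e-05 to 0.000825. SmEZH2 (Smp_078900), at -0.36 ± 0.16, missed the threshold (limma, adjusted *p* = 0.0603). It passed after loess, at -0.43 (adjusted *p* = 0.0104), and lay at -0.086 with the trimmed mean over sense transcript spots (adjusted *p* = 0.532). On the arrays with TSA in Cy3 alone it had -0.73 and passed, and on those with TSA in Cy5 alone it had 0.0024. It also passed, at -0.36, with the dye term, with whole-locus probes and in SAM with the median of the false calls. Its adjusted *p* ran from 0.0028 to 0.993 over 22 alternatives. Its direction relative to the median of all genes was -0.14. The reference gene of the PCR work, PSMD (Smp_000740), had -0.27 ± 0.23 (adjusted *p* = 0.168). It lay at 0.011 with the trimmed mean over sense transcript spots, and passed on the arrays with TSA in Cy3 alone, at -0.40, and in SAM with the median of the false calls. With whole-locus probes averaged in, SmSGPL had 0.26 and did not pass, and SmSET came to -0.58. Adjusted over the list alone 5 genes were higher and 5 lower.

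Of the other genes discussed SmCBP1 (Smp_105910) was lower, at -0.76 ± 0.27 log2 (SD, n = 3; limma, adjusted *p* = 0.00160), and Ago2 (Smp_179320) was higher, at 0.61 ± 0.26 (adjusted *p* = 0.00648). The FGF receptor Smp_175590 had 0.14 ± 0.37 (adjusted *p* = 0.521), a change smaller than its spread, and without replicate 2 it had -0.037. It had 0.41 with the trimmed mean over sense transcript spots and 0.34 with median centring, where it did not pass either. Its adjusted *p* ran from 0.0501 to 0.915 over 22 alternatives. These 2 calls were the same when adjusted over the list alone. Without replicate 2 Ago2 had 0.49 and did not pass, and with whole-locus probes averaged in SmCBP1 had -0.26 and did not pass. All 9 calls among the PCR genes and the 2 calls here passed under each of the 7 scalings.

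**Figure D4:**
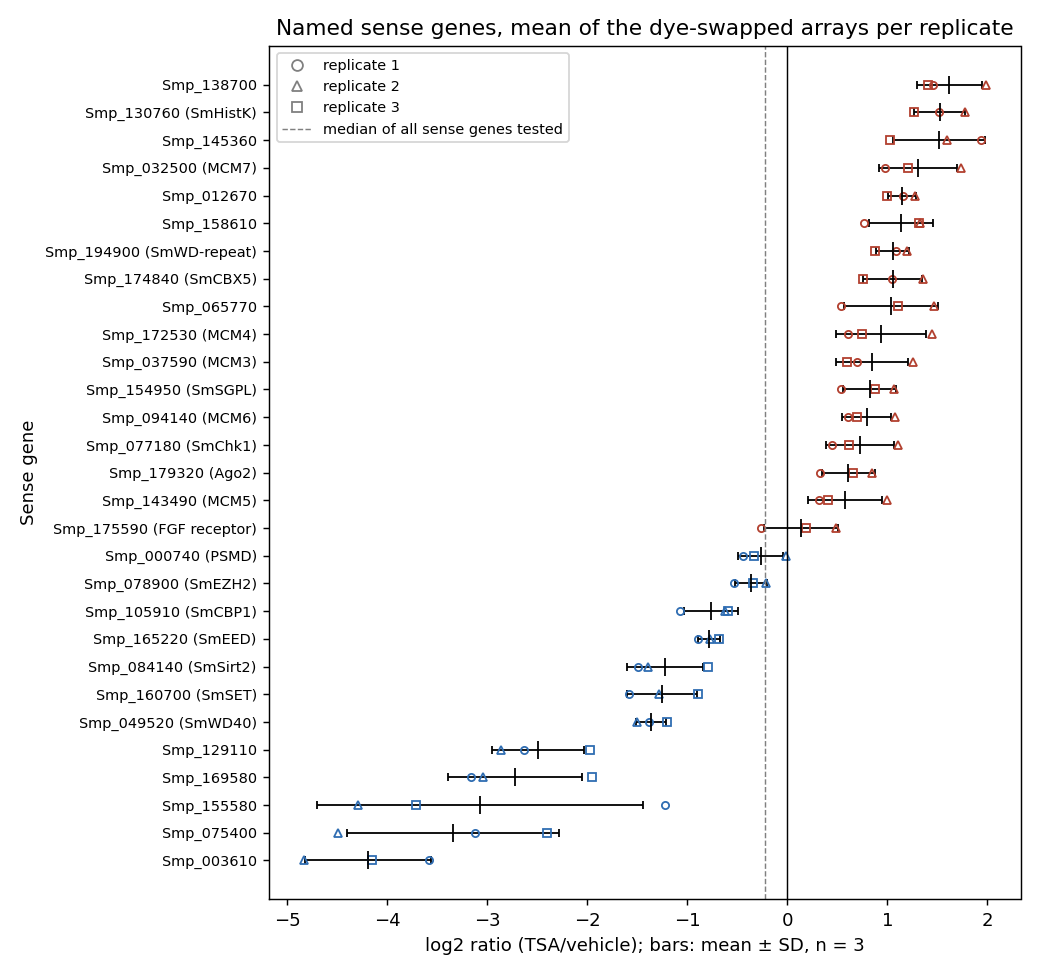
Log2 ratio (TSA/vehicle) of the named sense genes in each of 3 replicates (open symbols), with mean and SD (n = 3) and the median of all sense genes tested as a dashed line. The means run from -4.19 for Smp_003610 to 1.62 for Smp_138700, and Smp_155580 has the widest spread.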

Values the study reported

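For the 48 h exposure the study reported 8090 expressed genes, of which 4353 (54%) changed with TSA, 1108 up and 3245 down. For antisense RNAs it reported 3490 expressed and 1559 (45%) changed, with 963 up and 596 down. It found over 700 loci at each exposure time where both strands changed in the same direction, and over 400 where only the antisense RNA changed. Of 22 genes that reduce reactive oxygen species it reported 20 as lower. Correlations between its biological replicates and time points ranged from 0.75 to 0.88.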

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

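The tests of strand, of equal brightness and of an additive signal were chosen only after the result was seen, the others were planned.

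Spots outside the transcript probes gave signal on all 6 arrays by the same detection rule, although the main tests of genes and antisense transcripts leave them out. They do enter the trimmed mean that sets the zero of the ratios. Positive were 58.0% of the spots of whole-locus sense probes, 34.7% of whole-locus antisense probes, 44.4% of probes named by a supercontig, 49.2% of probes named by a contig, 30.9% of gene probes with no stated strand, and 100% of the 39 spots of mitochondrial probes. Unspecific binding that is blind to the strand would light up whole-locus sense and antisense spots alike, but sense spots were positive more often on all 6 arrays and in both channels, by at least 18.8 percentage points. This argues against it as the whole cause for whole-locus sense probes. For the other classes unspecific binding stays open. None of the 600 negative control spots passed (0%), but these are copies of 1 probe and tell little about other sequences. Base composition and sequence shared with other transcripts were not tested.

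These probe classes differed in how TSA moved them. The median log2 ratio was 0.28 for whole-locus sense probes, 0.39 for whole-locus antisense probes and 0.21 for supercontig probes, against -0.23 for sense transcript probes, -0.15 for contig probes and -0.09 for antisense transcript probes. After loess the whole-locus sense, whole-locus antisense and supercontig medians were smaller, at 0.13, 0.25 and 0.079. Sense transcript probes then had -0.26, contig probes -0.17 and antisense transcript probes -0.10. Among changed probes 69.4% of whole-locus sense, 90.0% of whole-locus antisense and 62.7% of supercontig probes were higher, against 26.0% of sense transcript probes (limma, n = 3). The median over 13 mitochondrial probes was 0.53 in replicate 1 and -0.13 and -0.17 in the others, so it had no common direction. Within 5058 genes that had both kinds of sense probe, whole-locus probes read higher by 0.27 log2 in the median (0.33, 0.16 and 0.35 in replicates 1 to 3), with 78.5% of the genes higher and the same direction on 6 of 6 arrays.

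Several technical explanations of this gap were tested. If dim spots read higher, the gap between whole-locus and transcript sense probes would vanish among probes of equal brightness, but over 10 brightness groups it was at least 0.31. A dye bias would remove or turn it in one orientation, and the smaller of the orientations still gave 0.23 per gene. Loess within each array left 0.22. An additive signal in the TSA RNA, such as genomic DNA, would raise dim probes most, with a fall toward 0 in bright ones. The brightest group of whole-locus sense probes lay 0.073 above the dimmest (0.16, 0.050 and -0.010 in replicates 1 to 3), the lowest being group 4 at 0.19, and the gap to transcript probes in the brightest group was 0.56. This argues against it as the whole cause for whole-locus sense probes. Supercontig probes went from 0.30 in the dimmest group to 0.14 in group 9 and 0.20 in the brightest. Their brightest group minus the dimmest was -0.11, 0.030 and -0.16 in replicates 1 to 3. Replicates 1 and 3 thus had the direction an additive signal would give, and replicate 2 did not. An additive signal stays open for supercontig probes and as a part of the gap. None of these tests removed the gap. A candidate biological explanation is more unspliced or intronic RNA after TSA, since the design lengths of whole-locus probes match the genomic span of the locus. However, whole-locus antisense probes rose more than whole-locus sense probes, with medians of 0.39 and 0.28. Unspliced RNA of the sense strand alone would not give that. The explanation remains a hypothesis found and examined on the same arrays. The positions of these probes within the locus were not used here, and unequal amplification of RNA that differs in quality between the conditions stays open as a technical explanation.

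On replicate 3 with TSA in Cy3, 0.323% of the spots had uneven pixels, far from the other 5 arrays by Dixon's test (gap over range 0.711), and the next highest share was 0.0977% on the other array of that replicate. Of 8 measures tested this way it was the only one past the critical value, and chance gives about 1 in 20 for each measure, or 0.4 over the 8, so this flag is no more than chance can give. Both arrays of replicate 3 were on slide 2 and scanned at another pixel size, which was not tested as the reason. The array held both conditions, so no biological explanation was tested. Its log2 ratios correlated with the mean of the other arrays at r of 0.914 across sense genes, within the range of the others, and the spots in question were left out.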

How the results depend on the processing

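The trimmed mean over sense transcript spots, the whole-locus probes, the unturned value table, SAM with median false calls and camera with an estimated correlation were chosen only after the results were seen. Where no cause is given for a change in this part, the cause was not tested.

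More lower than higher sense genes were called under loess, the 40% trim, the processed intensity, median centring, spike-in centring, both detection filters, the mean intensity over probes, the turned value table, whole-locus probes, the dye model, the slide block, either dye orientation and each left-out replicate. The trimmed mean over sense transcript spots turned this round. The 40% trim, the centrings and the sense-spot trimmed mean shift all genes alike, by less than the smallest called change, so they could turn no called gene. Of the genes called with the scaling used, 336 sense genes and 26 antisense transcripts had the other sign with whole-locus probes, 70 and 51 in the unturned value table, 5 and 3 on arrays with TSA in Cy5, 0 and 4 with TSA in Cy3, and 1 sense gene each with the turned value table, the filter for both conditions and the mean intensity. There were 0 under loess, the processed intensity, no detection filter, the dye model, the slide block and each left-out replicate. The count of higher sense genes moved to 1805 with median centring, 1695 with whole-locus probes and 2132 with the sense-spot trimmed mean, where 1693 were lower. Spike-in centring, whose probes averaged 0.12, 0.05 and -0.46 log2 in replicates 1 to 3, called 2189 sense genes, 1433 of them lower, and 372 antisense transcripts, 181 of them lower, with 238 loci moving in the same and 15 in opposite directions. The unequal spike-in values add spread between replicates by construction.

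Of the antisense transcripts 405 were higher and 199 lower with median centring, and 508 and 169 with the sense-spot trimmed mean. The turned value table, which holds fewer spots, gave 217 lower ones. With whole-locus probes 3273 changed, 2706 higher and 567 lower, and 1066 loci moved in the same and 318 in opposite directions, with 5646 transcripts then tested in place of 2078. On arrays with TSA in Cy3 242 changed, 148 higher and 94 lower, with 159 loci of the same and 17 of opposite direction. On arrays with TSA in Cy5 134 were higher.

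The unturned value table gave 0 sense genes (0 higher, 0 lower), 0 antisense transcripts (0 and 0) and 0 loci of the same or opposite direction with limma, against 15 and 64 at an unadjusted *p* under 0.05. Turning 2 of its columns restored 3774 sense genes, so the mixed directions were the cause. SAM as planned also gave 0 sense genes, 0 antisense transcripts and 0 loci, in each direction. With 3 replicates there are 8 sign patterns, 2 of which are the real one and its mirror, so the lowest reachable q was 0.0863 and 0.118. With the median of the false calls SAM called 5490 sense genes, 1609 higher, and 902 antisense transcripts, with 690 loci of the same and 52 of opposite direction. A plain one-sample test with 2 degrees of freedom called 1 sense gene, Smp_132470 at -1.57 log2 (named after its value was seen; 0 higher, 1 lower), 0 antisense transcripts (0 and 0) and 0 loci of either kind after adjustment, with 2974 and 558 at an unadjusted *p* under 0.05. On the same values limma, which borrows spread across genes, called 3909 and 628.

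Leaving out each replicate in turn gave 3029 to 3094 sense genes, 662 to 882 higher and 2162 to 2432 lower, 395 to 471 antisense transcripts, 175 to 201 higher and 219 to 296 lower, and 273 to 339 loci of the same and 17 to 24 of opposite direction. Fewer samples enter these fits. Without replicate 2 or 3 the lowest adjusted *p* of a sense gene in limma was 2.34e-217 and 5.95e-207. Those counts follow the size of a change more than the spread of each gene.

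Of 21 alternatives 8 leave a list's difference from the other genes as it is by construction. Under the other 13 the 5 lists kept their direction. Their difference from the other genes was the same under the tests that lost the call, with 0.80 (replication machinery) and 0.65 (network genes) at an adjusted *p* of 0.0582 and 0.0704 with fry. Camera with an estimated correlation lost all 5 calls, 0.80, 0.65, -0.50 (reactive oxygen species), -0.23 (smooth muscle) and -1.21 (extracellular matrix), at an adjusted *p* of 0.288. Under the other alternatives adjusted *p* stayed at 0.05 or less for each list, without replicates 1, 2 or 3 as well. This held even in the unturned value table, with adjusted *p* from 5.91e-05 to 0.0495 in camera, although limma called 0 sense genes there. A pass in camera at the preset correlation therefore does not show that the replicates agree.

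Of 33 named genes and antisense transcripts 30 lost their call with the planned SAM, the plain test and the unturned value table, and the other 3 had no call to lose. Genes without a call changed sign in 4 cases. The FGF receptor Smp_175590 went from 0.14 to -0.16 in the unturned table and spanned -0.037 (without replicate 2) to 0.33 over the left-out replicates. PSMD (Smp_000740) went to 0.011 with the sense-spot trimmed mean, and SmEZH2 (Smp_078900) to 0.0024 on arrays with TSA in Cy5. On arrays with TSA in Cy3 both passed, at -0.40 and -0.73. Both passed in SAM with median false calls, and SmEZH2 passed with loess, the dye model and whole-locus probes too. Apart from the 3 settings above, calls were lost for SmCBP1 (-0.26) and SmSGPL (0.26) with whole-locus probes, MCM5 (0.36) and Ago2 (0.49) without replicate 2, and the antisense transcript at Smp_024060 (0.66) on arrays with TSA in Cy5.

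Signal over background limited antisense transcripts more than sense genes. Requiring the well-above-background flag left 867 antisense transcripts and 7120 sense genes, while positive calls on the 3 arrays of one dye orientation gave 3019 and 7879. The lowest r between replicates for sense genes was 0.809 with no detection filter and 0.840 after loess.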

Other observations

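The tests of the zero, the dye and the spike-ins behind the split of sense genes, of scatter between replicates, of the direction of the value table's columns, and of brightness at loci with both strands were chosen only after the results were seen.

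More sense genes fell than rose with the scaling used, and 3 technical reasons were examined. The trimmed mean is taken over all non-control spots, and of 176026 such spots 29252 are those of sense transcript probes. Whole-locus and supercontig spots read higher under TSA than these. When it was taken over sense transcript spots alone, 55.7% of the changed genes were higher. That scaling centres the sense genes by construction, which moves the split toward even whatever its origin, so it shows that the split depends on the zero and does not tell which zero is right. A dye bias would turn the split round in one orientation, and this did not happen, with 32.9% higher on the arrays with TSA in Cy5. Centring on the spike-in probes gave 34.5%, but these probes averaged 0.12 and 0.05 log2 in replicates 1 and 2 and -0.46 in replicate 3, so a difference in the amount of RNA labelled and a true excess of lower genes cannot be told apart here. An array ratio shows unequal change between genes, and with no outside measure of total RNA the share of genes that fell in absolute terms stays open.

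Turning the sign of single replicates gives 4 distinct patterns, of which the real one alone gave as many calls, for the sense genes (1 of 4 splits, 3909 genes) and for the antisense transcripts (1 of 4 splits, 628). The other patterns gave 0 for both in limma. With 4 patterns this count alone cannot exclude chance. Scatter independent between the replicates would give r near 0 between them, and the lowest r was 0.849 across all sense genes and 0.656 across all antisense transcripts tested, which argues against it.

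In the deposited value table, replicate 2 with TSA in Cy3 and replicate 3 with TSA in Cy5 run as vehicle over TSA. Wrong dye labels of those arrays would make the scanner ratios, turned by their labels, go against the other arrays, but the lowest r between either of them and another array was 0.770 across sense genes. The scanner data thus follow their labels, and how the columns came to run the other way stays open. Averaging the columns as they stand would cancel most of the effect.

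The strands of a locus moved alike, and the likeness rose with sense brightness. Across loci, r between sense and antisense log2 ratios was 0.69 in the dimmest of 3 groups by sense signal and 0.88 in the brightest, a difference of 0.189. Corrected for the spread between replicates these were 0.74 and 0.99. Part of the antisense signal may therefore be sense-strand signal read by antisense probes. Labelling of both strands could give such signal, although the study describes its labelling as strand-specific. The brightness of the strands correlated with r of 0.125 over all loci, and with -0.135, 0.078 and 0.363 from the dimmest to the brightest of the 3 groups, so it rose where such signal would be strongest. At 27 loci the strands moved in opposite directions, which such signal alone would not give. Shared regulation of the locus stays open as a biological explanation.

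Neighbouring genes moved slightly alike. Over 5861 pairs of adjacent sense genes on placed chromosomes r of the log2 ratios was 0.107 (one-sided permutation *p* = 0.0001, the smallest that 10000 permutations can give). If overlapping or adjoining loci alone were the reason, r would go to 0 for pairs farther apart than the median gap of 12904 bp. It was 0.0567 for these 2930 pairs (permutation *p* = 0.0019), 0.158 for the nearer ones and 0.0206 for genes next but one. The remaining relation is weak. Tandem copies with similar probes were not tested, and domains of shared regulation are a hypothesis that could be tested with chromatin data.

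The number of antisense transcripts expressed was 2078 here. That is lower than the value quoted from the study above. The number of antisense transcripts changed was 628 here. That is lower than the value quoted from the study above. Higher antisense transcripts numbered 269 here. That is lower than the value quoted from the study above. Lower antisense transcripts numbered 359 here. That is lower than the value quoted from the study above. Loci with both strands changed in the same direction numbered 436 here. That is lower than the value quoted from the study above. Loci with the antisense transcript alone changed numbered 122 here. That is lower than the value quoted from the study above. With whole-locus probes averaged in, 3273 antisense transcripts changed, so these counts depend on which probes stand for a transcript. They also depend on the test. The study used SAM, and SAM with the median of the false calls called 902 here. The study counted more antisense RNAs up than down, while here more were lower than higher with the scaling used. With median centring or the sense-spot trimmed mean more were higher here too.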
